A study of Homo sapiens with 36 samples. Its data were reported in "A ketogenic diet reduces age-induced chronic neuroinflammation in mice Running title: ketogenic diet and brain inflammaging" (2023).

How the data were processed

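RNA was measured in cultures of human primary microglia, astrocytes and neurons. Each cell type was left untreated or received beta-hydroxybutyrate (BHB, a ketone body that circulates in ketosis), lipopolysaccharide (LPS, a bacterial cell wall component that acts through toll-like receptor 4), or both. The 3 cell types and 4 treatments made 12 groups of 3 libraries, 36 libraries in all, and 0 columns belonged to other samples. The labels give replicate numbers but do not say whether replicates were separate cultures, so each p-value measures the spread between these libraries only.

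Per the labels, total RNA was taken with the Quick-RNA MicroPrep kit, libraries were made with the KAPA RNA HyperPrep kit and sequenced on a HiSeq instrument, and reads were processed with Trimmomatic, STAR and RSEM against GRCh38. Tool versions, the annotation release, the strand setting and any collapsing of molecular identifiers are not stated. The study's methods name a 3' tag protocol for the cultures, which that kit is not. Mean expression rose little with transcript length: Spearman's rho across genes, which are not independent replicates, was 0.0266 in microglia (9568 genes), 0.141 in astrocytes (10989 genes) and 0.175 in neurons (10718 genes).

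The values used are the expected counts that the authors deposited, which RSEM estimates per Ensembl gene by splitting reads that fit several genes; they were not normalised by the authors. Between 5.09% and 6.69% of all listed values in a library, zeros included, were not whole numbers, so the share among values above 0 was higher. All values were rounded to whole numbers before testing. The deposited TPM and FPKM columns divide by transcript length and were left out. Files of microglia list 61541 genes and those of the other cell types 60664, with 60626 shared; 61370 of the 61579 identifiers had a symbol. Coordinates and overlaps between genes come from the GENCODE annotation of GRCh38. Without a stated strand setting, reads of genes that share exons, on either strand, may be credited to the wrong gene, and such genes are named as sharing exons where they are singled out.

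Each cell type was fitted on its own with its 12 libraries in edgeR 4.0.16 (R 4.3.3, limma 3.58.1, statmod 1.5.0). Genes were kept with filterByExpr by group, library sizes were scaled with TMM, and the quasi-likelihood F test was run with robust dispersion. P-values were adjusted by Benjamini-Hochberg within each contrast, and a gene was called at an adjusted p under 0.05; calls with an absolute log2 fold change over 1 were also counted. The contrasts were LPS minus control, BHB minus control, BHB+LPS minus LPS, and the interaction, which is the BHB effect with LPS minus the BHB effect without it. Differences between cell types in the same contrast were tested in 1 fit of all 36 libraries. Standard errors are the fold change divided by the root of its F statistic. CPM values come from the edgeR cpm function with TMM-scaled library sizes. Results for some single genes are not reported here.

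Before the data were examined, 33 pathway lists and 10 marker lists were written down, together with the design, the alternatives and the rule for named genes. Pathway lists with at least 5 measured genes were tested with camera at a preset correlation of 0.01, adjusted by Benjamini-Hochberg over the lists of a contrast, and again with an estimated correlation and with fry, which asks whether a list moves 1 way on balance and does not compare it with other genes; marker lists were summed and counted without a list test. The named genes are, per cell type and treatment contrast, the 5 largest called rises and falls among protein-coding genes with a mean of at least 5 CPM whose groups do not overlap; up to 4 members of a described list with the smallest adjusted p; a fixed set of cytokines, ketone body enzymes, transporters and receptors that the study discusses; the 5 genes with the smallest adjusted p in each direction for the interaction and for differences between cell types; and the 5 most abundant members of a marker list. Genes named outside this rule are marked as chosen after their values were seen.

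Where every library of a group had a count of 0, the fold is a lower bound against a floor of 3 counts over the group. Where a group held 1 to 3 counts, the ratio is given with its exact 95% counting interval. Intervals and floors cover counting error only. With 3 libraries against 3, 10% of unchanged genes do not overlap by chance.

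The pipeline was tested on simulated data drawn from the means and library sizes of the real libraries. In the step that imitated LPS minus control, it recovered 43.3%, 59.7% and 90.9% of genes changed 1.5-fold, 2-fold and 4-fold in microglia (67, 67 and 66 genes among 10296), 7.46%, 46.3% and 95.5% in astrocytes (among 12061), and 5.97%, 34.3% and 80.3% in neurons (among 12009). False calls made up 7.19%, 7.48% and 9.09% of calls. A list of 40 genes changed 1.5-fold was called in each cell type, and 0 of 20 unchanged lists were. Means and library sizes carry no correlation between the genes of a list. The 0 of 20 therefore does not bear on false list calls that such correlation could cause in the real data.

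Alternatives were DESeq2 size factors, library size alone, no filter on low counts, a mean of at least 5 CPM, the DESeq2 1.42.0 Wald test, all 36 libraries in 1 fit, only the 6 libraries compared, a replicate block (within cell type for differences), CPM from total counts, other selections of LPS-induced genes, fgsea on ranked genes for lists, and leaving out each library in turn. Chosen after seeing the data were fits without genes that share exons and without libraries that stood apart. Tables and plots used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.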

Results

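The data are expected read counts per gene in 36 libraries of human primary microglia, astrocytes and neurons. Each cell type was cultured without additions, with BHB, with LPS or with both, and each of the 12 groups holds 3 libraries. Library totals ran from 1499090 to 2486059 counts in microglia, from 1880459 to 3044409 in astrocytes and from 1634922 to 2726324 in neurons. A library held counts for 17423 to 18736 genes in microglia, 18086 to 19800 in astrocytes and 19126 to 20854 in neurons. Mitochondrial ribosomal RNA took 5.84% to 9.30%, 7.80% to 15.4% and 12.1% to 17.7% of the counts. Values below are group means ± SD in CPM (counts scaled to a common library total), n = 3, and changes are log2 fold changes ± SE.

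Marker genes separated the 3 cultures. In control microglia the microglia and macrophage markers summed to 5474 ± 140 CPM, and 27 of 31 were above 5 CPM. The signalling adaptors FCER1G and TYROBP reached 715 and 677 CPM. SPP1, the secreted phosphoprotein of activated microglia, reached 13470 CPM. These microglia cultures also held 3474 CPM of astrocyte markers, led by VIM at 2470 CPM and GLUL at 489 CPM, 620 CPM of oligodendrocyte markers, with MBP at 577 CPM, and 547 CPM of neuron markers. In control astrocytes the astrocyte markers summed to 9413 ± 595 CPM, led by the intermediate filament gene VIM at 5708 CPM and the chaperone gene CLU at 1351 CPM, while the gap junction gene GJB6 had no counts. The same astrocyte cultures held 3003 CPM of neuron markers, with the microtubule gene DCX at 697 CPM, and 1942 CPM of neural progenitor markers, with SOX2 at 433 CPM. Fibroblast and meningeal markers summed to 940 CPM there, and pericyte and smooth muscle markers to 533 CPM. Microglia markers summed to 126 CPM in these astrocyte cultures, and 21 of 31 had no count. In control neurons the neuron markers summed to 11220 ± 36.9 CPM, led by MAP2 at 2006 CPM, DCX at 1906 CPM and STMN2 at 1626 CPM. Neurons also held 2759 CPM of astrocyte markers, 1947 CPM of progenitor markers and 71.9 CPM of microglia markers.

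**Figure D1:**
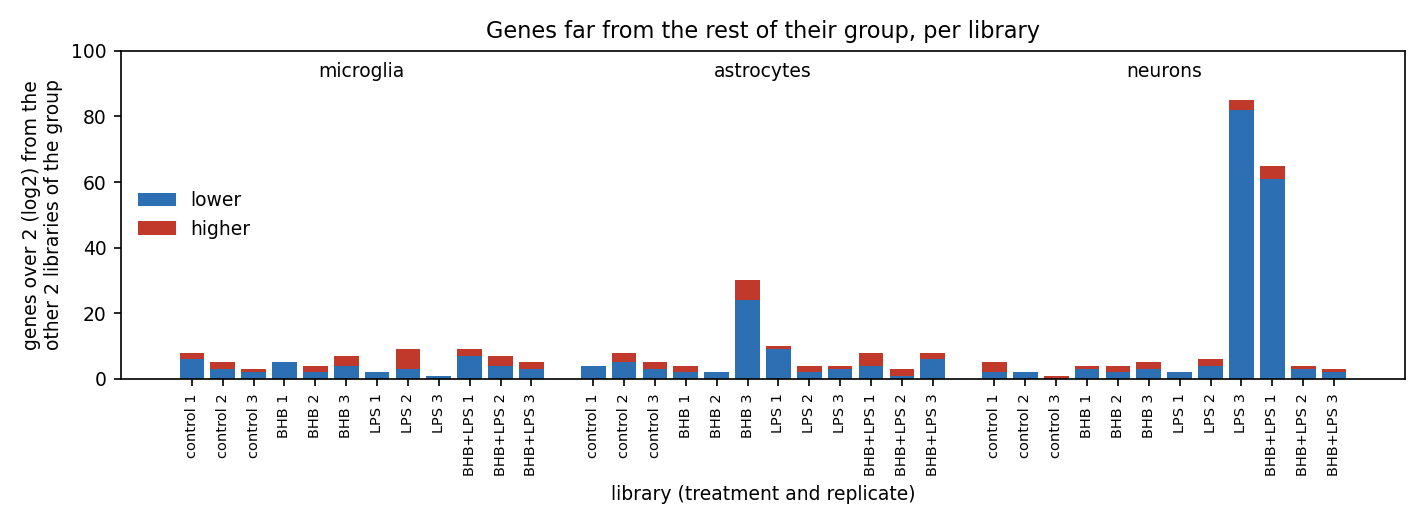
Bars count the genes of each library (horizontal axis) that lie over 2 on the log2 scale below (blue) or above (red) the other libraries of its group. LPS replicate 3 and BHB+LPS replicate 1 of the neurons reach 85 and 65 genes.

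The first comparison asked what LPS does to each cell type. In microglia LPS changed 3160 of 10296 genes, 1792 up and 1368 down, and 677 rises and 439 falls exceeded 1 on the log2 scale. IL1B, the gene of the cytokine interleukin 1 beta (ENSG00000125538, chromosome 2, 112829751 to 112836903, GRCh38), rose by 9.15 ± 0.11, from 15.1 ± 2.65 to 8432 ± 331 CPM (adjusted p = 6.88e-54). IL23A, a subunit of interleukin 23, rose by 9.14 ± 0.14 to 1826 ± 217 CPM. IL6, IL12B and ACOD1, a pair of cytokine genes and the itaconate synthase, had no counts in the controls and were at least 382-fold, 99.6-fold and 82.9-fold higher with LPS. IL6 shares exons with STEAP1B on the other strand. The largest falls were in ADORA3, an adenosine receptor that shares exons with TMIGD3 (-4.61 ± 0.27), in PDK4, a kinase that restrains glucose oxidation (-4.00 ± 0.18, from 127 to 7.86 CPM), in YPEL4 (-3.38 ± 0.50) and the deubiquitinase USP2 (-3.14 ± 0.35), which share exons with genes on the other strand, and in the Nogo receptor RTN4R (-3.08 ± 0.56). Groups did not overlap in 42.6% of the genes tested, against 10% by chance. With library size alone the median of all genes shifted by -0.22 and the split of calls became 1146 up and 2706 down.

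Almost all of the NF-kB targets rose with LPS in microglia. Of the 43 feedback and target genes 42 rose, and the median change was 3.31 (camera adjusted p = 1.56e-157, the same count adjusted over the list alone). Examples are the apoptosis inhibitor BIRC3 (5.08 ± 0.11), the prostaglandin synthase PTGS2 (7.97 ± 0.17), the lipolysis inhibitor G0S2 (4.96 ± 0.11) and TNFAIP2 (3.52 ± 0.08). Of 36 cytokines and chemokines 31 rose and 5 did not pass, and 33 rose adjusted over the list alone (median 4.35, adjusted p = 1.13e-135). IL6 and IL12B lie above that median at their lower bounds too. TNF rose by 7.63 ± 0.14 (adjusted p = 1.35e-45), the monocyte attractants CCL4 and CCL2 by 8.07 ± 0.11 and 2.37 ± 0.09, and the neutrophil attractant CXCL1 by 6.71 ± 0.11. Of 65 interferon-stimulated genes 48 rose, 1 fell and 16 did not pass, with 52 up and 1 down adjusted over the list alone (median 0.94, adjusted p = 9.85e-17, and adjusted p = 0.0869 with an estimated correlation). The guanylate-binding genes GBP1 and GBP2 rose by 4.65 ± 0.11 and 3.51 ± 0.14, the tryptophan-degrading IDO1 by 6.42 ± 0.25, and the chemokine CXCL10 was 281-fold higher (counting interval 77.5 to 2330).

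Other programmes moved less. Cholesterol synthesis genes rose in 13 cases and fell in 1 of 26 (median 0.43, the same counts adjusted over the list alone, adjusted p = 0.0225, and adjusted p = 0.163 with an estimated correlation), with the first committed enzyme HMGCS1 at 2.06 ± 0.12. Heat shock genes rose in 9 and fell in 2 of 26 cases (10 and 2 adjusted over the list alone, adjusted p = 0.00982, and adjusted p = 0.0869 with an estimated correlation), led by the chaperones DNAJB6 (2.04 ± 0.09) and HSPA1A (1.56 ± 0.08). Immediate early genes rose in 15 and fell in 2 of 28 cases (16 and 3 adjusted over the list alone, adjusted p = 4.49e-05, and adjusted p = 0.156 with an estimated correlation), for example IER3 at 4.56 ± 0.13. MYC targets rose in 20 of 38 cases (21 adjusted over the list alone, adjusted p = 0.0151, and adjusted p = 0.163 with an estimated correlation), among them the helicase gene DDX21 (1.57 ± 0.07). The inflammasome list split into 7 rises and 5 falls of 19 (7 and 7 adjusted over the list alone, adjusted p = 0.0301, and adjusted p = 0.163 with an estimated correlation), with IL18 up by 3.31 ± 0.33 and the redox regulator TXNIP down by 1.23 ± 0.08. Its sensor gene NLRP3 did not pass (0.32 ± 0.56, adjusted p = 0.722).

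Single genes tied to ketone and fatty acid handling were also followed in microglia given LPS. CPT1A, the gateway of fatty acids into mitochondria, decreased by 0.78 ± 0.11, from 130 ± 1.08 to 75.4 ± 6.44 CPM (adjusted p = 8.14e-08). BDH1, which interconverts BHB and acetoacetate, decreased by 1.28 ± 0.42 (adjusted p = 0.0147), a call lost without control replicate 2 (adjusted p = 0.0717) or LPS replicate 1 (adjusted p = 0.0707). OXCT1, which starts ketone use, did not pass (-0.34 ± 0.30, adjusted p = 0.426). HCAR2, the cell surface receptor for BHB, rose by 5.07 ± 0.39, from 1.01 to 37.5 CPM (adjusted p = 5.1e-16), and shares exons with a gene on the other strand. HNRNPA1, an RNA-binding gene, did not pass (0.19 ± 0.08, adjusted p = 0.0601), but did without control replicate 3 (adjusted p = 0.0467).

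**Figure D2:**
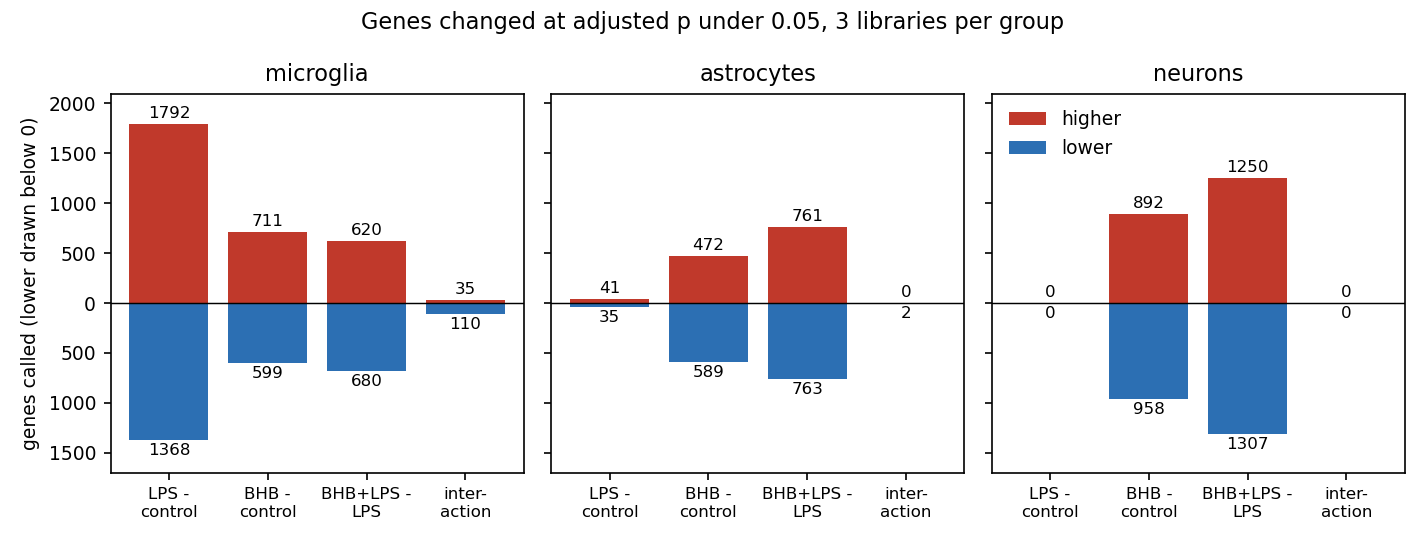
Bars count the genes called higher (above 0) and lower (below 0) in each contrast and cell type, by edgeR at an adjusted p under 0.05 with 3 libraries per group. LPS called 3160 genes in microglia, 76 in astrocytes and 0 in neurons, while both BHB contrasts called genes in all 3 cell types.

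In astrocytes LPS changed 76 of 12061 genes, 41 up and 35 down. The count fell to between 39 and 43 when any 1 of the 6 libraries was left out (43, 41 and 43 without control replicates 1 to 3, and 39, 41 and 39 without LPS replicates 1 to 3). It rose to 118 without the filter on low counts, to 156 with only the 6 libraries compared and to 151 without BHB replicate 3, which lies apart. Chemokines led the rises: CXCL8 rose by 3.76 ± 0.30, from 4.70 ± 1.17 to 63.3 ± 18.2 CPM (adjusted p = 2.7e-07), CXCL3 by 4.79 ± 0.45, and CXCL1 was 75.6-fold higher (counting interval 20.6 to 629). The adhesion gene VCAM1 rose by 3.43 ± 0.33 and TNFAIP2 by 2.86 ± 0.32. The growth arrest gene GAS1 decreased by 1.70 ± 0.21 (adjusted p = 1.97e-05), the LIM gene AJUBA by 1.35 ± 0.23, the growth factor antagonist SPRY1 by 1.27 ± 0.22, the lipase inhibitor ANGPTL4 by 1.16 ± 0.19 and PTCHD4 by 1.15 ± 0.17. Of 28 NF-kB genes 9 rose, and 16 rose and 1 fell adjusted over the list alone (median 0.95, adjusted p = 2.1e-32), including the inhibitor NFKBIA (1.51 ± 0.15) and the pentraxin PTX3 (2.44 ± 0.22). Of 15 cytokines and chemokines 5 rose, and 9 rose and 1 fell adjusted over the list alone (median 1.01, adjusted p = 1.31e-26). Of 38 interferon-stimulated genes 0 passed in edgeR or adjusted over the list alone (median 0.08, adjusted p = 0.533). Cholesterol synthesis moved up as a list (2 of 28 genes, 6 adjusted over the list alone, median 0.23, adjusted p = 1.75e-07), led by HMGCS1 at 0.95 ± 0.13. Groups did not overlap in 18.1% of the genes tested.

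In neurons LPS called 0 of 12009 genes in edgeR and 0 with the DESeq2 Wald test, but 18 without the filter on low counts, 5 up and 13 down. At an unadjusted p under 0.05 there were 720 genes, the smallest adjusted p was 0.766, and groups did not overlap in 12.4% of genes. Without LPS replicate 1 the count was 1. The neurons had 0 counts of TNF, IL6 and HCAR2 in every group, which allows up to 0.493 CPM in a group. NFKBIZ, an NF-kB regulator, did not pass (1.09 ± 0.36, adjusted p = 0.766), and neither did CPT1A (0.33 ± 0.13, adjusted p = 0.766). NF-kB genes did not move as a list (0 of 26 called, 0 adjusted over the list alone, median 0.09, adjusted p = 0.277). Cholesterol synthesis did (median 0.31, adjusted p = 6.17e-06), although 0 of its 28 genes were called and 2 rose adjusted over the list alone, for example TMEM97 (0.58 ± 0.16, adjusted p = 0.766).

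The next comparison asked what BHB does without LPS. In microglia BHB changed 1310 genes, 711 up and 599 down, with 87 rises and 104 falls over 1 on the log2 scale; with all 36 libraries in 1 fit the count was 447, 217 up and 230 down. Groups did not overlap in 28.2% of genes, and with library size alone the split was 418 up and 976 down. GPR183, an oxysterol receptor that guides immune cell migration, rose by 1.67 ± 0.10, from 88.3 ± 1.84 to 283 ± 40.3 CPM (adjusted p = 5.61e-19). The protocadherin PCDH1 (2.07 ± 0.51), the receptor-sorting gene GPRASP1 (2.07 ± 0.45), the cysteine-making enzyme CTH (2.01 ± 0.46) and NTMT1 (1.73 ± 0.49, adjusted p = 0.0123) completed the largest rises. NTMT1 shares exons with ASB6 and was not called without control replicate 1 (adjusted p = 0.127) or BHB replicate 3 (adjusted p = 0.052). The replication protease FAM111B decreased by 2.79 ± 0.43 (adjusted p = 2.84e-06), the peptide hormone gene APLN by 2.21 ± 0.47, the pore-forming MPEG1, which shares exons with DTX4, by 2.17 ± 0.41 and LRRC4 by 1.88 ± 0.41. DNASE1L1, which shares exons with RPL10, fell by 1.96 ± 0.54 (adjusted p = 0.0165) and was not called without control replicate 3 (adjusted p = 0.0697) or BHB replicates 1, 2 or 3 (adjusted p = 0.0544, 0.0643 and 0.112).

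Inflammatory genes moved in both directions with BHB in microglia. IL1B rose by 1.11 ± 0.15, to 32.5 CPM (adjusted p = 8.76e-08), CXCL8 by 0.77 ± 0.08 and CCL4 by 0.80 ± 0.14, while CCL2 decreased by 0.83 ± 0.11 and TNF did not pass (0.68 ± 0.30, adjusted p = 0.191). Of 43 NF-kB genes 13 rose and 1 fell, with 13 and 3 adjusted over the list alone (median 0.24, adjusted p = 0.00151), for example the urokinase receptor PLAUR (0.82 ± 0.10), SOD2 (0.53 ± 0.06) and NFKBIA (0.53 ± 0.08). Cytokines and chemokines rose in 7 and fell in 2 of 36 cases, with 15 and 3 adjusted over the list alone (median 0.55, adjusted p = 0.00151, and adjusted p = 0.097 with an estimated correlation). Interferon-stimulated genes fell in 24 and rose in 3 of 65 cases, with 29 and 5 adjusted over the list alone (median -0.30, adjusted p = 6.79e-11, and adjusted p = 0.083 with an estimated correlation). The ADP-ribosyltransferases PARP9 and PARP14 changed by -1.24 ± 0.11 and -0.80 ± 0.09, and the apoptosis factor XAF1 by -1.69 ± 0.17.

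Some proliferation genes fell with BHB in microglia. Of 46 G2-M and mitosis genes 18 fell, 23 adjusted over the list alone (median -0.73, adjusted p = 1.06e-12), including the topoisomerase TOP2A (-1.20 ± 0.12), the spindle gene ASPM (-1.22 ± 0.19) and the kinetochore motor CENPE (-1.15 ± 0.18). DNA replication genes fell in 8 of 43 cases, 9 adjusted over the list alone (median -0.29, adjusted p = 0.00156). The p53 targets rose in 10 and fell in 1 of 35 cases, with 15 and 1 adjusted over the list alone (median 0.27, adjusted p = 1.37e-05), for example the stress cytokine GDF15 (0.85 ± 0.10) and the cell cycle inhibitor CDKN1A (0.64 ± 0.09). Hypoxia genes rose in 10 of 31 cases, with 13 up and 1 down adjusted over the list alone (median 0.25, adjusted p = 6.44e-06). NRF2 antioxidant genes fell in 10 and rose in 2 of 28 cases, with 11 and 2 adjusted over the list alone (median -0.17, adjusted p = 3.42e-05), with glutathione reductase GSR at -0.67 ± 0.09 and SRXN1 at -0.82 ± 0.11. Matrix genes rose in 9 of 31 cases, 10 adjusted over the list alone (median 0.41, adjusted p = 3.36e-06), among them the collagen COL1A1 (0.72 ± 0.10). Fibroblast and meningeal markers, which include COL1A1, rose in 2 of 7 cases (median 0.41), and in 2 of 7 with BHB and LPS against LPS (median 0.50).

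Some transporters of monocarboxylates and related acids rose in microglia given BHB. SLC16A6, a BHB exporter in liver that shares exons with ARSG, rose by 0.96 ± 0.12, from 58.3 ± 5.43 to 114 ± 4.20 CPM (adjusted p = 3.42e-08). SLC16A10, an aromatic amino acid transporter, rose by 1.30 ± 0.18, from 20.4 ± 1.81 to 49.9 ± 8.17 CPM (adjusted p = 2.1e-07). SLC16A14, an orphan member, rose by 1.04 ± 0.35 (adjusted p = 0.0413), a call lost when any of the 6 libraries was left out (adjusted p = 0.075, 0.0703 and 0.14 without control replicates 1 to 3, and 0.0685, 0.109 and 0.115 without BHB replicates 1 to 3). SLC16A7, a monocarboxylate importer, did not pass (-0.72 ± 0.49, adjusted p = 0.398). The transporter and receptor list rose in 5 of 12 cases, 5 adjusted over the list alone (median 0.25, adjusted p = 0.00452). CPT1A decreased by 0.43 ± 0.11 (adjusted p = 0.00502).

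In astrocytes BHB changed 1061 genes, 472 up and 589 down, against 661 without control replicate 3 and 691 with only the 6 libraries compared. BHB replicate 3 lies apart, with 30 genes over 2 on the log2 scale from the other libraries of its group, against 10 or fewer in the other astrocyte libraries, and without it the count was 1021. TXNIP, a redox regulator induced by glucose, rose by 2.05 ± 0.12, from 169 ± 6.46 to 700 ± 95.6 CPM (adjusted p = 6.57e-11). GDF15 rose by 2.43 ± 0.31, the transcription factor ZBTB16 by 2.14 ± 0.44, the neurotrophin receptor NGFR by 2.06 ± 0.44, and the ceramide kinase-like CERKL, which shares exons with NEUROD1, by 2.66 ± 0.58. The falls were led by FAM111B (-3.25 ± 0.41, adjusted p = 9.71e-06), the replication initiator MCM10 (-2.83 ± 0.41), ODAPH (-2.58 ± 0.33), the replication licensing gene DTL (-2.53 ± 0.38) and MAGED4 (-2.93 ± 0.53), which has a near-identical copy. Of 61 G2-M genes 35 fell, 47 adjusted over the list alone (median -0.92, adjusted p = 8.19e-26), for example the proliferation marker MKI67 (-1.41 ± 0.19) and CENPF (-1.37 ± 0.14). Of 53 DNA replication genes 26 fell, 36 adjusted over the list alone (median -0.94, adjusted p = 4.58e-21), including the nucleotide reductase subunit RRM2 (-1.77 ± 0.21) and the helicase subunit MCM4 (-1.56 ± 0.19).

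Some members of further lists changed with BHB in astrocytes. NRF2 genes rose in 8 of 28 cases, 9 adjusted over the list alone (median 0.23, adjusted p = 9.55e-06), with thioredoxin reductase TXNRD1 at 1.37 ± 0.11 and the glutathione gene GCLM at 0.70 ± 0.13. NF-kB genes rose in 4 and fell in 1 of 28 cases, with 5 and 1 adjusted over the list alone (median 0.37, adjusted p = 0.00102), led by NFKBIA (1.21 ± 0.16) and VCAM1 (1.95 ± 0.38). Fatty acid oxidation and PPAR genes rose in 5 of 31 cases, with 5 up and 1 down adjusted over the list alone (median 0.26, adjusted p = 0.000867), among them the lipid droplet gene PLIN2 (1.02 ± 0.13) and PDK4 (1.89 ± 0.44). The unfolded protein response rose in 3 of 27 cases, 4 adjusted over the list alone (median 0.22, adjusted p = 0.0213, and adjusted p = 0.0696 with an estimated correlation), led by the chaperone HSPA5 (0.82 ± 0.11). CCL2 decreased by 0.93 ± 0.14 (adjusted p = 6.25e-05). Interferon-stimulated genes did not move as a list (3 up and 1 down of 38, the same adjusted over the list alone, median 0.26, adjusted p = 0.0678). SLC16A7 (0.13 ± 0.20, adjusted p = 0.747) and SLC16A6 (0.57 ± 0.45, adjusted p = 0.489) did not pass. Groups did not overlap in 26.0% of genes.

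In neurons BHB changed 1850 genes, 892 up and 958 down, and 39.4% of genes did not overlap. The count was 1156 and 1115 without control replicates 2 and 3, and 1144 and 1057 without BHB replicates 1 and 2. It was 3121 with only the 6 libraries compared and 3174 without LPS replicate 3 and BHB+LPS replicate 1, which lie apart. With library size alone the split was 616 up and 1165 down. GDF15 (ENSG00000130513) went from 1 count in the controls to 73.9 ± 6.77 CPM, a ratio of 537 (counting interval 96.0 to 21278). The protease inhibitor TFPI2, which shares exons with GNGT1, rose by 3.36 ± 0.33. The readthrough gene LYNX1-SLURP2 was 34.4-fold higher (counting interval 11.4 to 170), and it shares exons with both of its parts. ENSG00000255330, which shares exons with SOGA3, rose by 3.66 ± 0.74 (adjusted p = 0.0122) and was not called without control replicates 2 or 3 (adjusted p = 0.058 and 0.0552). PLXNA2, a semaphorin receptor that steers axons, decreased by 3.30 ± 0.18, from 455 ± 38.9 to 46.3 ± 1.89 CPM (adjusted p = 1.54e-09). KIAA0319, linked to neuronal migration, changed by -3.66 ± 0.44, the coactivator NCOA5 by -3.22 ± 0.66 and the glycosyltransferase B3GALT2, which shares exons with CDC73, by -2.66 ± 0.24. P3R3URF-PIK3R3, which shares exons with PIK3R3, was at least 26.8-fold lower.

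Several lists moved up in neurons with BHB, with called members in each. Of 33 p53 targets 25 rose, 26 adjusted over the list alone (median 1.30, adjusted p = 2.94e-32), including the pro-apoptotic BBC3 (3.19 ± 0.16, from 96.5 to 880 CPM), CDKN1A (2.73 ± 0.18) and ZMAT3 (1.39 ± 0.11). Of 28 cholesterol synthesis genes 19 rose, with 20 up and 2 down adjusted over the list alone (median 1.29, adjusted p = 4.22e-28), for example HMGCS1 (2.07 ± 0.11, from 192 ± 4.66 to 806 ± 42.0 CPM), FDFT1 (1.89 ± 0.14) and SQLE (1.45 ± 0.12). Immediate early genes rose in 11 of 23 cases, 15 adjusted over the list alone (median 0.86, adjusted p = 1.88e-09), with JUNB at 2.07 ± 0.27 and FOSL2 at 1.92 ± 0.29. NF-kB genes rose in 8 of 26 cases, 9 adjusted over the list alone (median 0.77, adjusted p = 6.83e-07), with SOD2 at 2.17 ± 0.14, NFKBIA at 1.43 ± 0.14 and TNFAIP2 at 1.88 ± 0.26. CXCL8 was 19.3-fold higher (counting interval 6.20 to 96.8). Hypoxia genes rose in 11 and fell in 1 of 31 cases, with 14 and 1 adjusted over the list alone (median 0.45, adjusted p = 3.43e-05), led by the glucose transporter SLC2A1 (2.73 ± 0.23). The unfolded protein response rose in 8 of 27 cases, 8 adjusted over the list alone (median 0.40, adjusted p = 9.6e-05), with HSPA5 at 1.62 ± 0.15. NRF2 genes rose in 9 of 28 cases, 9 adjusted over the list alone (median 0.30, adjusted p = 0.000525), with heme oxygenase HMOX1 at 2.56 ± 0.38.

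Some proliferation and mitochondrial transcripts fell in neurons with BHB. Of 64 G2-M genes 38 fell and 1 rose, with 48 and 1 adjusted over the list alone (median -0.92, adjusted p = 4.84e-20), among them CENPF (-1.18 ± 0.11), ASPM (-1.17 ± 0.13) and the checkpoint kinase BUB1B (-2.10 ± 0.24). DNA replication genes fell in 18 of 53 cases, 24 adjusted over the list alone (median -0.73, adjusted p = 6.42e-09). Mitochondrially encoded transcripts fell in 7 of 13 cases, 8 adjusted over the list alone (median -0.49, adjusted p = 0.000266, and adjusted p = 0.213 with an estimated correlation), for example MT-CO3 (-0.75 ± 0.13). Interferon-stimulated genes did not move as a list (5 up of 34, 5 adjusted over the list alone, median 0.12, adjusted p = 0.17), although GBP1 rose by 1.89 ± 0.21. SLC16A7 did not pass (0.33 ± 0.19, adjusted p = 0.273). BDH1 fell by 1.77 ± 0.53 (adjusted p = 0.0323), a call lost when any of the 6 libraries was left out (adjusted p = 0.0559, 0.0701 and 0.123 without control replicates 1 to 3, and 0.0995, 0.0769 and 0.105 without BHB replicates 1 to 3).

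**Figure D3:**
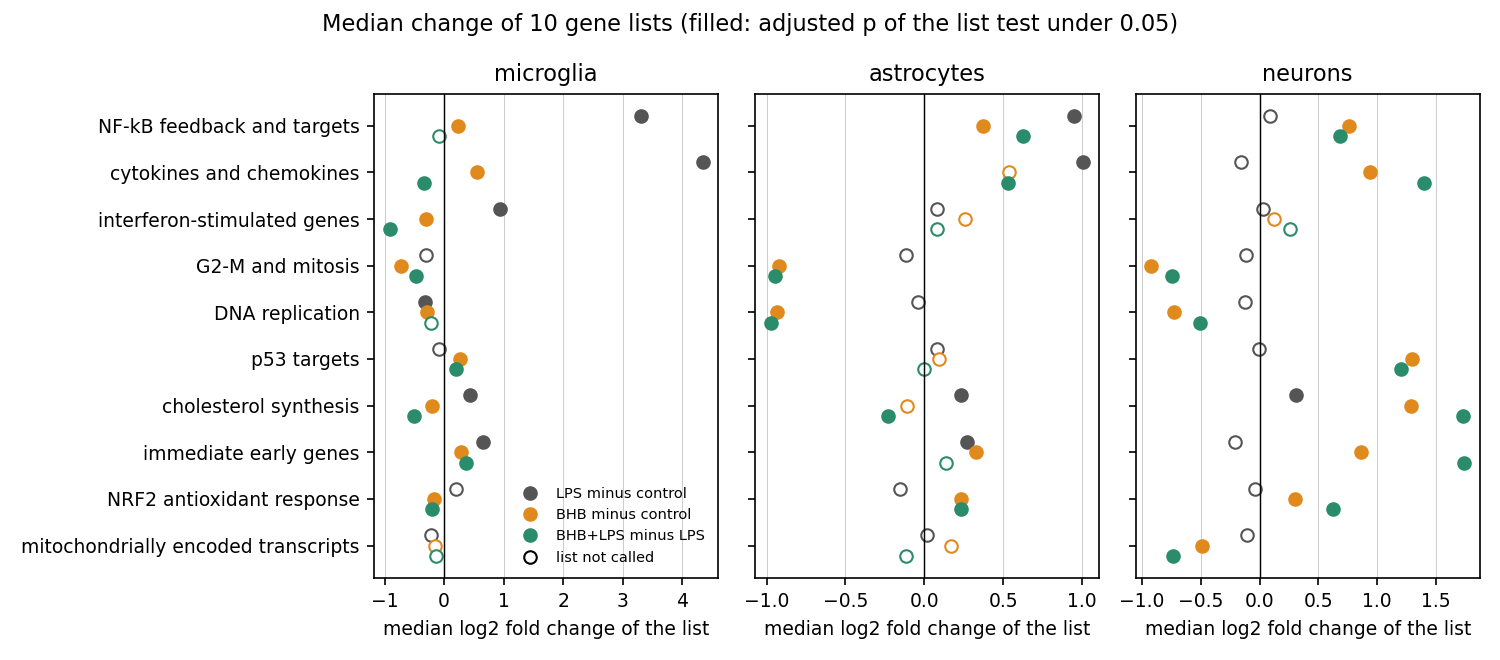
Points are the median log2 fold change (horizontal axis) of 10 lists in each cell type, coloured by contrast and filled where the list test passed. Interferon-stimulated genes lay at -0.91 in microglia with BHB and LPS against LPS, and G2-M genes lay below 0 in every BHB contrast.

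The third comparison asked how BHB alters cells given LPS. In microglia, BHB with LPS against LPS changed 1300 genes, 620 up and 680 down, with 93 rises and 138 falls over 1 on the log2 scale, and 29.4% of genes did not overlap. With all 36 libraries in 1 fit the count was 509, 206 up and 303 down. The chemokine gene CCL8 (ENSG00000108700) decreased by 4.47 ± 0.30, from 61.2 ± 2.97 to 2.58 ± 1.34 CPM (adjusted p = 5.2e-17). CXCL10, a chemokine induced by interferon, decreased by 4.06 ± 0.22, from 97.4 ± 10.1 to 5.81 ± 0.549 CPM (adjusted p = 7.74e-21). Its relative CXCL11 changed by -3.42 ± 0.51, the interferon signalling brake USP18 by -3.27 ± 0.24 and XAF1, which shares exons with PRAL, by -2.90 ± 0.15. Of 65 interferon-stimulated genes 46 fell and 0 rose in edgeR, 49 down adjusted over the list alone (median -0.91, adjusted p = 7.35e-77), including CMPK2 (-2.43 ± 0.13) and the antiviral MX1 (-1.96 ± 0.12). Of 36 cytokines and chemokines 15 fell, with 17 down and 3 up adjusted over the list alone (median -0.33, adjusted p = 1.48e-16). CCL2 changed by -1.17 ± 0.09, CCL7 by -1.31 ± 0.13, IL6 by -1.03 ± 0.13 and IL1B by -0.52 ± 0.07, from 8432 to 5893 ± 193 CPM, whereas TNF did not pass (0.03 ± 0.07, adjusted p = 0.824). NF-kB genes split into 7 rises and 10 falls of 43, 8 and 12 adjusted over the list alone (median -0.09, adjusted p = 0.607), with TNIP3 at -1.67 ± 0.14, BIRC3 at -0.51 ± 0.07 and PTGS2 at 0.56 ± 0.08; fry, which does not compare a list with other genes, gave adjusted p = 0.00528.

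Other lists in microglia moved with BHB beside LPS. The rises were led by NR4A1, an orphan nuclear receptor, which was 19.1-fold higher (counting interval 6.21 to 95.3), and by PDK4 (1.97 ± 0.23, from 7.86 ± 0.901 to 31.2 ± 2.32 CPM), the cell cycle inhibitor CDKN1C (1.63 ± 0.29), the Notch target HEY1 (1.59 ± 0.21) and GPRASP1 (1.82 ± 0.47, adjusted p = 0.00461). GPRASP1 was not called without LPS replicate 2 (adjusted p = 0.0512) or BHB+LPS replicate 1 (adjusted p = 0.0518). MYC targets fell in 14 of 38 cases, 19 adjusted over the list alone (median -0.44, adjusted p = 2.59e-09), for example the nucleolar NCL (-0.56 ± 0.08). Cholesterol synthesis genes fell in 11 of 26 cases, 13 adjusted over the list alone (median -0.50, adjusted p = 7.16e-09), with HMGCS1 at -0.90 ± 0.11. G2-M genes fell in 9 and rose in 1 of 46 cases, with 13 and 1 adjusted over the list alone (median -0.47, adjusted p = 1.56e-06), among them TOP2A (-0.87 ± 0.13) and NDC80 (-1.90 ± 0.38). The p53 targets rose in 10 and fell in 1 of 35 cases, with 12 and 2 adjusted over the list alone (median 0.19, adjusted p = 0.000113), with GDF15 at 1.24 ± 0.12 and SESN1 at 1.42 ± 0.22. Hypoxia genes rose in 9 of 31 cases, 11 adjusted over the list alone (median 0.35, adjusted p = 1.94e-06). SLC16A6 rose by 0.43 ± 0.12 (adjusted p = 0.0115), a call lost without LPS replicate 1 (adjusted p = 0.0797) or BHB+LPS replicate 1 (adjusted p = 0.0896).

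**Figure D4:**
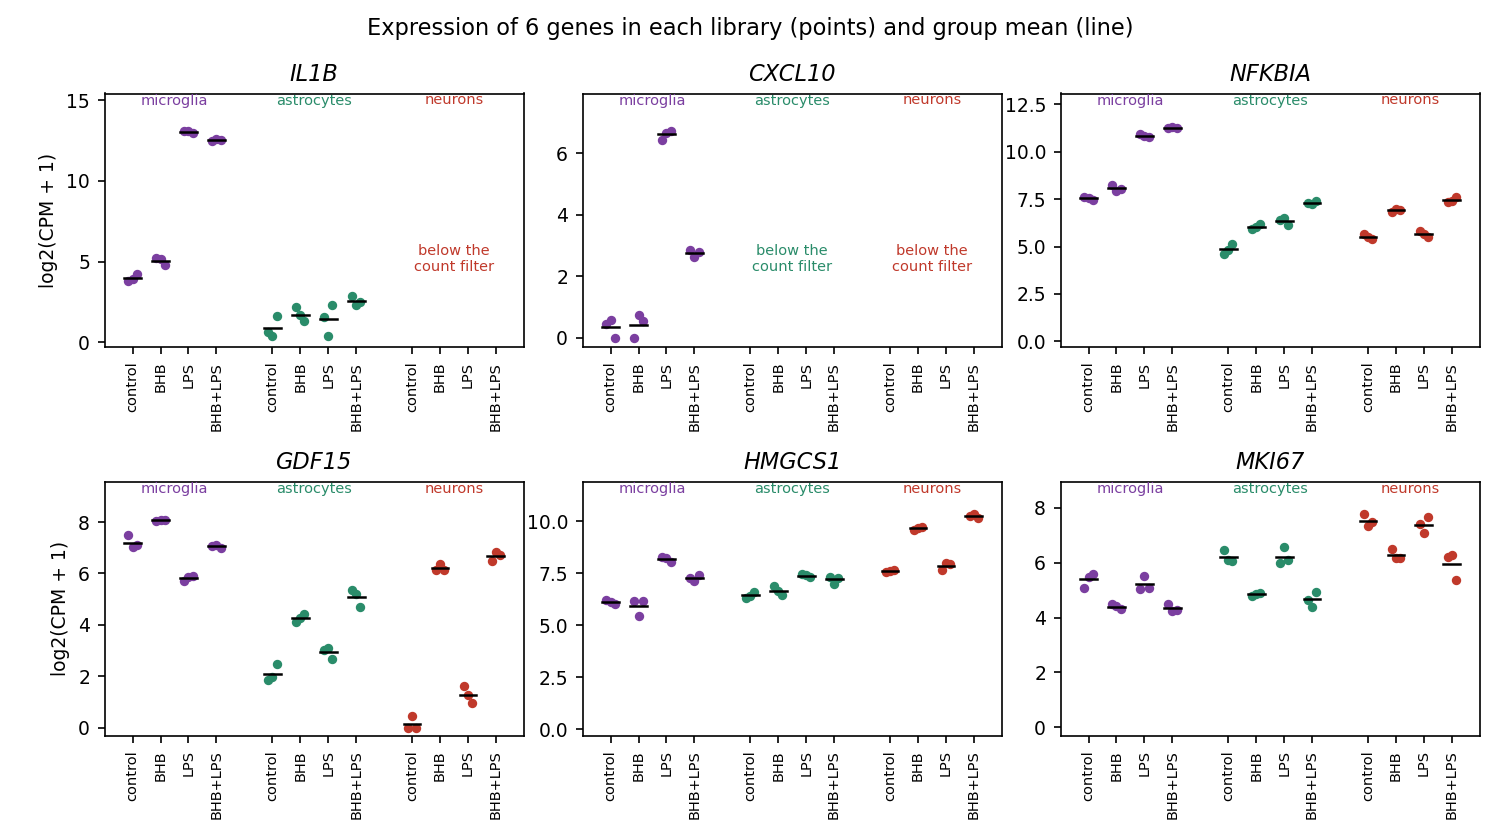
Points are libraries and lines are group means of 6 genes as log2 of CPM plus 1, by treatment and cell type. CXCL10 in microglia lay at 97.4 CPM with LPS and 5.81 CPM with LPS and BHB.

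In astrocytes, BHB with LPS against LPS changed 1524 genes, 761 up and 763 down, and 33.7% of genes did not overlap. The count was 854 without LPS replicate 2 and 996 without LPS replicate 3. GDF15 rose by 2.32 ± 0.26, from 6.72 ± 1.11 to 33.8 ± 7.91 CPM (adjusted p = 1.13e-06). The Ras-related RASD1 rose by 1.96 ± 0.19, the guanylate cyclase subunit GUCY1B1 by 2.06 ± 0.33, the protein C receptor PROCR by 2.02 ± 0.45 and ENSG00000275993, listed without a symbol, by 2.15 ± 0.45. FAM111B changed by -3.05 ± 0.42, the anion exchanger SLC4A2, which shares exons with CDK5, by -3.04 ± 0.55, the cohesin gene ESCO2 by -2.39 ± 0.40, MCM10 by -2.36 ± 0.40 and the teneurin TENM4 by -2.36 ± 0.22. Of 61 G2-M genes 35 fell, 44 adjusted over the list alone (median -0.95, adjusted p = 1.52e-22), with MKI67 at -1.61 ± 0.19, and of 53 DNA replication genes 23 fell, with 30 down and 1 up adjusted over the list alone (median -0.97, adjusted p = 4.21e-17). NF-kB genes rose in 9 of 28 cases, with 13 up and 1 down adjusted over the list alone (median 0.63, adjusted p = 8.95e-05), for example SOD2 (1.10 ± 0.14), NFKBIA (0.96 ± 0.14) and TNFAIP2 (0.99 ± 0.22). Cytokines and chemokines rose in 3 and fell in 1 of 15 cases, with 5 and 1 adjusted over the list alone (median 0.53, adjusted p = 0.0164, and adjusted p = 0.164 with an estimated correlation), with CXCL3 at 1.07 ± 0.24 and CSF1 at 1.16 ± 0.27. Interferon-stimulated genes did not move as a list (1 up and 2 down of 38, the same adjusted over the list alone, median 0.08, adjusted p = 0.688). NRF2 genes rose in 8 of 28 cases, 8 adjusted over the list alone (median 0.23, adjusted p = 0.000145), with GCLM at 0.80 ± 0.13. SLC16A7 rose by 0.59 ± 0.19 (adjusted p = 0.0432), a call lost without LPS replicates 1, 2 or 3 (adjusted p = 0.0642, 0.15 and 0.124) or BHB+LPS replicates 2 or 3 (adjusted p = 0.0954 and 0.16).

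In neurons, BHB with LPS against LPS changed 2557 genes, 1250 up and 1307 down, and 32.3% of genes did not overlap. With only the 6 libraries compared the count was 1446. With library size alone the median of all genes shifted by -0.12 and the split was 865 up and 1711 down. GDF15 rose by 6.03 ± 0.28, from 1.49 ± 0.571 to 102 ± 12.6 CPM (adjusted p = 1.41e-10), and the stress transcription factor ATF3 by 3.75 ± 0.35. The ribonuclease ZC3H12A was 33.7-fold higher (counting interval 8.98 to 284) and LYNX1-SLURP2 37.7-fold higher (counting interval 10.1 to 317). TLE5, a corepressor, rose by 4.19 ± 1.26 (adjusted p = 0.0477) and was not called without LPS replicates 1, 2 or 3 (adjusted p = 0.131, 0.103 and 0.135). PLXNA2 decreased by 3.75 ± 0.19 (adjusted p = 2.78e-10), B3GALT2 by 3.61 ± 0.27, the adrenergic receptor ADRA2A by 3.35 ± 0.34, GADD45G by 2.98 ± 0.32 and EOMES, a transcription factor of intermediate progenitors, by 2.93 ± 0.21. Cholesterol synthesis genes rose in 23 of 28 cases, 23 adjusted over the list alone (median 1.73, adjusted p = 1.12e-38), with HMGCS1 at 2.38 ± 0.11. The p53 targets rose in 23 of 33 cases, 27 adjusted over the list alone (median 1.21, adjusted p = 6.88e-27), with BBC3 at 3.36 ± 0.16.

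Immediate early genes in these neurons rose in 18 of 23 cases, 18 adjusted over the list alone (median 1.74, adjusted p = 7.25e-21), with JUNB at 3.30 ± 0.27 and JUN at 1.42 ± 0.12. NF-kB genes rose in 12 and fell in 2 of 26 cases, with 15 and 2 adjusted over the list alone (median 0.69, adjusted p = 3.68e-08), with TNFAIP3 at 3.37 ± 0.48. Amino acid and integrated stress response genes rose in 12 and fell in 1 of 33 cases, with 13 and 2 adjusted over the list alone (median 0.32, adjusted p = 8.98e-07), with DDIT4 at 2.99 ± 0.25. G2-M genes fell in 35 and rose in 1 of 64 cases, with 36 and 2 adjusted over the list alone (median -0.74, adjusted p = 3.53e-11), with ASPM at -1.65 ± 0.14 and CKS1B at 1.18 ± 0.14. Mitochondrially encoded transcripts fell in 10 of 13 cases, 11 adjusted over the list alone (median -0.73, adjusted p = 3.68e-08, and adjusted p = 0.069 with an estimated correlation), with MT-ND3 at -1.19 ± 0.12. Interferon-stimulated genes did not move as a list (5 up and 1 down of 34, the same adjusted over the list alone, median 0.26, adjusted p = 0.218), with GBP1 up by 2.05 ± 0.21; fry gave adjusted p = 0.00897.

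A further comparison asked whether BHB lowers what LPS induced. Of the 677 genes that LPS raised by over 1 on the log2 scale in microglia, such as CXCL10, BHB with LPS called 153 lower (22.6%) and 53 higher (7.83%), with a median change of -0.13. Selecting genes for being high with LPS pulls such a median down by itself: 20 simulated draws without any BHB effect gave a mean median of -0.04 (lowest -0.05) and called 0.0063% lower on average. With selection and change measured on different LPS libraries the medians were -0.11, -0.15 and -0.11. In astrocytes 26 genes were induced, of which 2 were called lower (7.69%) and 8 higher (30.8%), with a median of 0.38 against a simulated mean of -0.20. In neurons no gene was induced, so none could be followed.

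The interaction asked whether the BHB effect differs with LPS. In microglia it differed for 145 genes, 35 up and 110 down, and with library size alone the split was 73 up and 87 down. With all 36 libraries in 1 fit the count was 30, 4 up and 26 down. CCL4L2, a chemokine with near-identical copies, changed by -2.40 ± 0.21 (adjusted p = 1.14e-11), CCL7 by -2.06 ± 0.19, IL1B by -1.63 ± 0.16 (adjusted p = 1.8e-10), the metallothionein MT2A by -1.40 ± 0.15 and the activin gene INHBA by -1.34 ± 0.15. PLIN2 (0.77 ± 0.10, adjusted p = 1.39e-07), RAP2A (0.73 ± 0.10), PDK4 (1.54 ± 0.26), the potassium channel subunit KCNE3 (0.84 ± 0.16) and the growth factor PDGFB (1.05 ± 0.21) had the smallest p-values among positive interactions. Interferon-stimulated genes went down in 20 of 65 cases, with 30 down and 2 up adjusted over the list alone (median -0.65, adjusted p = 3.18e-28), and cytokines in 9 of 36, with 17 down and 1 up adjusted over the list alone (median -0.80, adjusted p = 1.72e-18). NF-kB genes went down in 6 and up in 1 of 43 cases, with 11 and 1 adjusted over the list alone (median -0.25, adjusted p = 0.000324), such as G0S2 (-1.26 ± 0.16).

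In astrocytes the interaction called 2 genes, the phosphatase subunit PPP1R10 (-1.84 ± 0.26, adjusted p = 0.00362) and the transcription factor TRPS1 (-1.03 ± 0.18, adjusted p = 0.025). The DESeq2 Wald test called 11, the fit without the filter on low counts 25, and all 36 libraries in 1 fit 1. TRPS1 was not called without control replicates 1 or 2 (adjusted p = 0.135 and 0.0584), BHB replicate 1 (0.144), LPS replicates 1, 2 or 3 (0.0858, 0.118 and 0.129) or BHB+LPS replicates 1 or 2 (0.142 and 0.13), and the count was then 1, or 3 without control replicate 2; without BHB replicate 2 it was 4. In neurons edgeR called 0 genes, with 601 at an unadjusted p under 0.05, and the DESeq2 Wald test called 5, the fit without the filter on low counts 19, all 36 libraries in 1 fit 6, and the fit without LPS replicate 3 and BHB+LPS replicate 1 called 20. DDIT4, a stress-induced inhibitor of growth signalling, had the smallest adjusted p among rises (2.19 ± 0.36, adjusted p = 0.101), and BHLHE22 among falls (-1.06 ± 0.18, adjusted p = 0.101). The count was 1 without LPS replicate 3, where BHLHE22 passed (adjusted p = 0.000608), and 3 without BHB+LPS replicate 1, where DDIT4 passed (adjusted p = 0.0161). As lists, cholesterol synthesis (median 0.34, adjusted p = 6.77e-07, 0 of 28 genes called, 0 adjusted over the list alone) and immediate early genes (median 0.76, adjusted p = 1.33e-09, 0 of 23 called, 8 up adjusted over the list alone) moved up further with LPS.

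Responses were then compared between cell types over 14122 genes. The LPS response differed between microglia and astrocytes for 1040 genes, 647 higher and 393 lower in microglia, and between microglia and neurons for 1124, 686 higher and 438 lower; library size alone gave 488 and 599 against astrocytes and 451 and 901 against neurons. The calcium pump ATP2B1 (2.97 ± 0.15 against astrocytes, 3.13 ± 0.15 against neurons) and the NAD synthesis gene NAMPT (3.05 ± 0.17 against astrocytes) responded more in microglia, while the chemokine receptor CXCR4 responded in the other direction (-3.48 ± 0.22 against astrocytes, -2.94 ± 0.22 against neurons). NF-kB genes responded more in microglia in 25 of 43 cases against astrocytes (31 adjusted over the list alone, median 1.82, adjusted p = 3.36e-29) and 27 against neurons (30 adjusted over the list alone, median 2.80, adjusted p = 1.55e-42). Fewer of these NF-kB genes passed the filter in the astrocyte and neuron fits, as given above. The others had too few counts there for a usable response, so both medians rest partly on such genes. The BHB response differed for 147 genes against astrocytes, 67 higher and 80 lower, and 505 against neurons, 185 higher and 320 lower. The count against astrocytes was 79 without microglia control replicate 2, 89 without microglia BHB replicate 3 and 97 without astrocyte control replicate 3, and library size alone split it into 50 and 95. The response of microglia lay below that of astrocytes for TXNRD1 (-1.73 ± 0.17) and PLIN2 (-1.39 ± 0.18), and below that of neurons for the membrane protein gene EMP1 (-3.02 ± 0.20). The response of cholesterol synthesis genes lay lower in microglia than in neurons in 17 of 28 cases (20 adjusted over the list alone, median -1.53, adjusted p = 9.63e-44), as did p53 targets in 15 of 35 (21 adjusted over the list alone, median -1.10, adjusted p = 8.79e-29).

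With LPS present, the BHB response differed between microglia and astrocytes for 210 genes, 75 higher and 135 lower (138 without microglia LPS replicate 3), and between microglia and neurons for 1125, 411 higher and 714 lower, against 572 and 455 with library size alone. Interferon-stimulated genes were lower in microglia in 16 of 67 cases against astrocytes (24 adjusted over the list alone, median -1.01, adjusted p = 3e-20) and 23 against neurons (29 adjusted over the list alone, median -1.37, adjusted p = 5.29e-16), for example EIF2AK2 against astrocytes (-1.41 ± 0.18). NF-kB genes were lower in 6 of 43 cases against astrocytes (11 adjusted over the list alone, median -0.51, adjusted p = 6.72e-08). Against neurons 15 were lower and 2 higher (22 and 2 adjusted over the list alone, median -1.18, adjusted p = 7.1e-12). Both lists include genes with too few counts in astrocytes or neurons to pass the filter there. The counts and medians of both lists therefore rest partly on the response of microglia alone. NAMPT (-3.02 ± 0.16) and HMGCS1 (-3.30 ± 0.18) were lower against neurons, and TXNIP (-1.30 ± 0.15) against astrocytes.

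The BHB effects without and with LPS were compared across genes, which are not independent replicates and share no libraries between the contrasts. Pearson's r was 0.349 in microglia, 0.510 in astrocytes and 0.694 in neurons (Spearman's rho 0.426, 0.553 and 0.708). GDF15 rose and TOP2A fell in both contrasts in microglia. Both contrasts called 285 genes up and 247 down in microglia, where independent lists of those sizes would share 42.8 and 39.6, and 18 genes went opposite ways. In astrocytes 268 were up and 356 down in both (29.8 and 37.3 by chance), with 1 opposite, and in neurons 659 up and 706 down (92.8 and 104 by chance), with 0 opposite.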

Values the study reported

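The study treated the human cultures with 10 mM R-BHB acid for 24 hours in total and added LPS near the end. It described changes by R-BHB in every cell type, the strongest LPS effect in microglia, a weak one in astrocytes and little effect in neurons.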

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

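The results in this part stand out because groups or cell types differ; of the tests below, those of a mislabelled sample, reads shared between overlapping genes, normalization, a lower share of microglia, libraries that lie apart, cells of another type and a loss of progenitors were chosen only after the result was seen.

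The effect of BHB differed with and without LPS for 145 genes in microglia and 2 in astrocytes. In microglia the interaction was positive for PLIN2 (0.77), RAP2A (0.73), PDK4 (1.54), KCNE3 (0.84) and PDGFB (1.05), and negative for CCL4L2 (-2.40), CCL7 (-2.06), IL1B (-1.63), MT2A (-1.40) and INHBA (-1.34). Its list medians were -0.25 for NF-kB genes and -0.65 for interferon-stimulated genes. In astrocytes PPP1R10 (-1.84) and TRPS1 (-1.03) passed. In neurons the G2-M list moved by 0.13 (adjusted p = 0.0472, and adjusted p = 0.251 with an estimated correlation). That call was lost without control replicate 3 (adjusted p = 0.144), BHB replicate 1 (0.0811), LPS replicate 3 (0.186) or BHB+LPS replicate 2 (0.116).

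The LPS response differed between microglia and astrocytes for 1040 genes and between microglia and neurons for 1124. Against astrocytes ATP2B1 (2.97) and NAMPT (3.05) responded more in microglia. CXCR4 (-3.48) and TXNIP (-1.51) fell in microglia (-2.44 and -1.26), against 1.04 and 0.25 in astrocytes, with list medians of 1.82 for NF-kB genes and 0.85 for interferon-stimulated genes. Against neurons the values were 3.13 for ATP2B1, 4.02 for INHBA, -2.94 for CXCR4 and -4.01 for PDK4, with medians of 2.80 and 1.01. Here and in the BHB comparisons below, the NF-kB and interferon-stimulated medians include genes with too few counts outside microglia to pass the filter there.

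The BHB response differed for 147 genes against astrocytes and 505 against neurons. The count of 147 became 79 without microglia control replicate 2, 89 without microglia BHB replicate 3 and 97 without astrocyte control replicate 3. Against astrocytes HK2 (1.82) and H3-3B (0.83) lay higher in microglia and TXNRD1 (-1.73) and PLIN2 (-1.39) lower, and the median of interferon-stimulated genes was -0.73. Against neurons MEF2C (2.25) and CXCR4 (2.25) lay higher and EMP1 (-3.02) and GDF15 lower (fitted -7.74, which rests on 1 count in the neuron controls, where the ratio in neurons has a counting interval of 96.0 to 21278), with medians of -0.53 for NF-kB and -0.46 for interferon-stimulated genes (adjusted p = 0.000286, and adjusted p = 0.111 with an estimated correlation).

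With LPS present the BHB response differed for 210 genes against astrocytes (138 without microglia LPS replicate 3) and 1125 against neurons. Against astrocytes the values were 1.24 for ARID5B, 1.26 for TPM1, -1.30 for TXNIP and -1.45 for TXNRD1, with medians of -0.51 for NF-kB, -1.01 for interferon-stimulated and 0.35 for G2-M genes, of which 0 of 64 were called, also adjusted over the list alone. Against neurons they were 1.56 for ID2, 2.28 for MEF2C, -3.02 for NAMPT and -3.30 for HMGCS1, with medians of -1.18 for NF-kB and -1.37 for interferon-stimulated genes.

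Other groupings of the same libraries were tested in edgeR. Splits of 3 against 3 are 10 in number, too few for a share under 0.05. The real split gave 3160, 1310 and 1300 genes in microglia for LPS, BHB and BHB with LPS (highest other 0, 0 and 1), 76, 1061 and 1524 in astrocytes (highest other 0, 0 and 0), and 0, 1850 and 2557 in neurons (highest other 0, 0 and 2); the real split alone reached its count, 1 of 10, except for LPS in neurons, where 10 of 10 did. For the interaction, 1 of 40 regroupings reached 145 in microglia (highest other 2), 2 of 40 reached 2 in astrocytes (highest other 2) and 40 of 40 reached 0 in neurons (highest other 0), where 601 genes had an unadjusted p under 0.05 and the DESeq2 Wald test called 5. For differences between cell types, 1 of 30 regroupings reached 1040 and 1124 for LPS (highest other 1014 and 1055), 147 for BHB and 210 for BHB with LPS against astrocytes (highest other 57 and 37), while 2 of 30 reached 505 and 1125 against neurons (highest other 592 and 1711). Chance is therefore not excluded for the astrocyte interaction. A regrouping for the interaction moves libraries between treatments, so treatment effects can widen the spread within groups and hold the counts low. The interaction counts in microglia and neurons therefore do not test chance. For differences between cell types a regrouping can leave the labels of 1 cell type, and so its response, nearly intact. The LPS counts and the counts of 505 and 1125 against neurons therefore do not test chance either. Single differences passed at adjusted p = 4.97e-20 and 6.51e-21 for ATP2B1 with LPS against astrocytes and neurons, and against neurons at 6.1e-16 for EMP1 with BHB and 9.45e-19 for HMGCS1 with BHB and LPS, which argues against chance for these genes.

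LPS replicate 3 and BHB+LPS replicate 1 of the neurons lie apart from their groups. Of their genes 85 and 65 lay over 2 on the log2 scale from the other libraries of the group, 82 and 61 of them lower, and their deviations correlated at r = 0.749 across 5897 genes, which are not independent replicates. Their deviations rose with the GC content of the last 200 bases of transcripts (Spearman's rho 0.350 and 0.298). Removing that trend left 90 and 62 genes, which argues against the trend alone as the cause. Other forms of a GC effect were not tested. Between the LPS mean (0) and the BHB+LPS mean (1) the libraries lay at 0.037 and 0.864, against a swap between these groups. Other mislabelling was not tested. Of the genes that lay apart, 40% and 47.7% share exons, against 49.3% of those tested, which argues against shared reads. The cause stays open, since no biological explanation was tested.

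Interferon-stimulated genes fell in microglia with BHB and LPS. Their median minus that of all other genes was -0.92, a gap that no scaling of libraries alters, which argues against normalization. Microglia markers had a median of -0.18, with 10 of 27 called lower and 3 higher, and 2 of 27 fell by as much as the list median (-0.91), which argues against a lower share of microglia as the whole cause, though not as a part of it. The 28 such genes that LPS induced had a median of -1.03, below the lowest of 10000 draws of matched other induced genes (-0.56), which argues against a uniform weakening of the LPS response. A selective fall of interferon signalling stays a hypothesis that these libraries cannot decide, since protein was not measured. An effect of the acid that BHB adds stays open too, since no group held acid without BHB. In mouse microglia the study found lower cytokines with acid forms of BHB but not with its sodium salts.

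The p53, cholesterol, immediate early and G2-M lists moved with BHB in neurons. With GC offsets 8 of 8 tests stayed called in their direction, which argues against GC as the cause. Without both libraries that lie apart, 4 of 4 tests of BHB with LPS, the contrast that uses them, stayed called, which argues against these libraries as the cause. Among markers of other cell types the highest median was 0.35, against 1.21 for the p53 list. However, astrocyte reactivity genes reached 0.67 (5 up and 1 down of 18) and microglia disease-associated genes 0.53 (2 up and 1 down of 10). A part played by other cells therefore stays open. Neural progenitor markers fell by medians of -0.395 and -0.25, with 4 of 14 called lower in each contrast, so a loss of dividing progenitors stays open for the G2-M list, which fell by -0.92 and -0.74. A stress response to BHB or to the acid it adds stays open beside these. Acid sensing and proton transport genes did not pass as a list in either contrast (adjusted p = 0.17 and 0.318), while fry, which does not compare a list with other genes, gave adjusted p = 0.00756 and 0.0122, so the list does not settle it.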

How the results depend on the processing

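The fits without genes that share exons and without libraries that lie apart were chosen only after the result was seen. Of 27788 comparisons over 1708 values of named genes, 26625 kept their direction and side of the threshold, 883 lost the call and 280 gained it; of 5902 over 586 list tests, 5567 kept it, 167 lost it and 168 gained it; of 640 over 71 counts and other values, 104 moved. Among these, 0 called values reversed. An estimated correlation ended 77 of 196 list calls.

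Counts moved by over 1.5 times as follows, and the cause was not tested except where fewer or more genes or libraries entered. With all 36 libraries in 1 fit, microglia gave 447 genes for BHB, 509 for BHB with LPS and 30 for the interaction, astrocytes 1 and neurons 6 for the interaction. Without genes that share exons, LPS, BHB and BHB with LPS gave 1798, 717 and 768 in microglia, and the BHB contrasts 655 and 882 in astrocytes and 1018 and 1414 in neurons, with fewer genes tested. Library size alone and the replicate block each gave 1 for the astrocyte interaction. Without the filter LPS gave 118 in astrocytes and 18 in neurons and the interaction 25 and 19, and the DESeq2 Wald test gave 11 and 5 for the interaction. With the 6 libraries compared, astrocytes gave 156 for LPS and 691 for BHB, and neurons 3121 for BHB and 1446 for BHB with LPS. Without astrocyte BHB replicate 3, which lies apart, LPS gave 151; without both neuron libraries, BHB gave 3174 and the interaction 20. By fry, adjusted p was 0.00528 for NF-kB genes in microglia and 0.00897 for interferon-stimulated genes in neurons with BHB and LPS.

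Of LPS-induced genes selected by adjusted p alone 18.9% were called lower in microglia and 14.6% in astrocytes, and of those selected over 2 on the log2 scale 28.0% and 0%. At a mean of 5 CPM or more, r between BHB effects was 0.383, 0.630 and 0.757. Leaving out 1 library gave r of 0.286 to 0.377 in microglia, 0.443 to 0.516 in astrocytes and 0.645 to 0.687 in neurons.

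Leaving out each library of the groups compared gave 2646 to 2819 genes for LPS, 958 to 1106 for BHB, 937 to 1098 for BHB with LPS and 110 to 163 for the interaction in microglia; 39 to 43, 661 to 1021, 854 to 1168 and 1 to 4 in astrocytes; and 0 to 1, 1057 to 1322, 1830 to 2690 and 0 to 3 in neurons. Differences from astrocytes ranged from 843 to 950, 79 to 134 and 138 to 183, and from neurons from 863 to 1137, 343 to 414 and 819 to 1259.

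Replicate numbers do not pair: median correlations of libraries with the same number were 0.0005, -0.0091 and -0.0068, and 5, 2 and 4 of 12 libraries lay closest to their own number. A replicate block gave 3104, 1255, 1251 and 141 genes in microglia, 60, 963, 1357 and 1 in astrocytes and 0, 1698, 2386 and 0 in neurons.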

Other observations

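The genes named in this part were chosen only after the result was seen. Without LPS, BHB called 62 genes up and 52 down in all 3 cell types, against 2.37 and 1.86 expected from independent lists. With LPS it called 64 and 52, against 4.64 and 3.91. In all 6 BHB contrasts it called 25 genes up and 21 down. Independent lists of those sizes would give 0.0012 and 0.0008, which is too low a reference, since the 2 contrasts of a cell type are correlated. Among the rises, TXNIP changed by 0.97 in microglia, 2.05 in astrocytes and 2.02 in neurons without LPS, the cell cycle inhibitor CDKN1A by 0.64, 1.30 and 2.73, and the NF-kB inhibitor NFKBIA by 0.53, 1.21 and 1.43. The nuclear noncoding RNA MALAT1 rose by 0.37, 0.48 and 1.31. Among the falls were the semaphorin receptor PLXNA2 (-0.93, -0.82 and -3.30), the microtubule gene MAP2 (-0.69, -0.80 and -0.72), and the splicing genes SFPQ (-1.01, -0.87 and -1.83), HNRNPM (-0.93, -1.26 and -1.87) and SRSF6 (-0.71, -1.32 and -0.68), whereas the splicing gene HNRNPC rose (0.42, 0.53 and 0.55); no list of splicing genes was tested. The proliferation marker MKI67 fell in each as well (-1.02, -1.41 and -1.27).

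Marker genes were counted by treatment, without a test of the lists. In microglia 2 of 27 microglia and macrophage markers rose with LPS and 10 fell (median -0.20), with BHB and LPS against LPS 3 rose and 10 fell (median -0.18), and with LPS, of 15 disease-associated genes 8 fell (median -0.25). Astrocyte reactivity genes rose in 12 and fell in 3 of 23 cases in microglia given LPS (median 0.68), and rose in 6 and fell in 2 of 22 in astrocytes with BHB and LPS against LPS (median 0.34) and in 5 and 1 of 18 in neurons (median 0.67). Neuron markers, which include MAP2, rose in 2 and fell in 8 of 31 cases with BHB in neurons, rose in 0 and fell in 10 with BHB and LPS against LPS, and rose in 1 and fell in 8 of 24 with BHB in astrocytes, but rose in 4 and fell in 5 of 24 there with BHB and LPS against LPS. Acid sensing and proton transport genes did not move as a list with BHB in microglia (adjusted p = 0.784), astrocytes (adjusted p = 0.307) or neurons (adjusted p = 0.17, and adjusted p = 0.00756 by fry).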
